A study of Mus musculus with 6 samples. Its data were reported in "Trans-vaccenic acid reprograms CD8+ T cells and anti-tumour immunity" (2023).

How the data were processed

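The data were bulk RNA-seq libraries from primary mouse CD8+ T cells, the cytotoxic lymphocytes of the adaptive immune system. Cells were activated through CD3 and CD28 and then cultured for 24 h with 20 µM trans-vaccenic acid (TVA), a trans fatty acid found in ruminant fat, or with DMSO, the solvent used as control. There were 3 libraries per group and 6 in all. Group and replicate number were taken from the sample titles, and each column of the table was assigned to a library by the column name recorded in that library's description.

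The authors deposited one table of TPM (transcript abundance scaled to the same total in each library) per gene symbol. Per the labels, libraries were made with a SMARTER mRNA-Seq kit. The aligner or quantifier, genome build and annotation that the authors used are not stated in the text read here, so no genomic coordinates are given. The deposited TPM values had 2 decimals and were used as deposited. The table held 24589 unique gene symbols, of which 99.2% matched a symbol or synonym in the RefSeq annotation of GRCm38.p6. TPM values sum to the same total in each library and keep no trace of sequencing depth. The depth of each library is therefore unknown, and no counting interval or detection limit is given. A value of 0 means only that the gene is listed at 0.

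Expression was compared on the log2(TPM + 1) scale, on which the fold change of genes with low TPM is understated. Genes with a TPM of at least 1 in at least 3 libraries were tested, which left 10866 genes. TVA and DMSO were compared with limma 3.58.1 in R 4.3.3 (a linear model with moderated variances and a trend of the prior variance with expression). Tests were two-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Fitted log2 changes are given with their standard errors (SE), and TPM values as mean ± SD. The replicate number was not used as a block.

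Gene sets were compared with camera, a competitive test from the limma package that asks whether the genes of a set rank differently from all other genes, with a preset inter-gene correlation of 0.01. The Benjamini-Hochberg adjustment was made over 8 sets that follow from the study (E2F and cell cycle, MYC targets, effector CD8 T cell, exhaustion, pro-apoptotic, cAMP-PKA-CREB, and the genes that the study listed as raised or lowered in a separate siRNA experiment). It was made separately over 7 sets formed as additional hypotheses (immediate cAMP response, sterol synthesis, fatty acid synthesis, PPAR and fatty acid oxidation, ATF4 response, hypoxia and glycolysis, and interferon response). Lists of marker genes for B cells, myeloid cells, CD4 T cells, NK cells, red cells and CD8 T cells, together with Xist and the Y-linked genes, served as checks. All sets except the siRNA lists were written by hand. The size of a set effect is given as the median log2 change of its genes minus the median of all genes tested, which was 0.04. Set scores per library are the mean deviation of the member genes from their mean over the 6 libraries.

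The samples, tests, gene sets, marker lists and most alternatives were fixed before the data were examined. So was the rule for the genes named. It took 26 genes that the study named, not all of which are reported here, and, of genes with an adjusted p under 0.05, non-overlapping groups and a mean of at least 5 TPM, the 5 with the largest rise and the 5 with the largest fall. The alternatives were a pseudocount of 0.1, all genes with a TPM above 0, genes with a mean of at least 10 TPM, median-of-ratios size factors, quantile normalization, limma without the trend, a replicate block, the omission of each library in turn, a threshold of at least 1.5-fold, and for sets also fry (a rotation test) and camera with the correlation estimated from the data. One alternative was chosen after seeing the data. In this GC correction, a loess curve (span 0.5) of each gene's deviation from its mean on its GC content was subtracted within each library. GC content was the median over a gene's transcripts in GENCODE vM21 and was available for 97.4% of the genes tested. Genes without a value were left uncorrected.

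The fit was tested on simulated data with the real gene means and residual spreads. Of 200 genes changed among 10866 simulated, 173 were recovered, and 7 unchanged genes were called. The simulated noise was independent between genes. Each simulated change was larger than the median absolute log2 change of the genes called in the data (0.28), so recovery of the real changes may be lower. With a simulated GC trend between the groups and no effect on any of 10866 genes, 7036 genes were called before the GC correction and 0 after it. This trend was steeper than that in the data and alike in all libraries of a group. It therefore did not test the correction with differences in GC dependence within a group. Figures were drawn with matplotlib 3.10.9.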

Results

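Transcript levels were measured in activated mouse CD8+ T cells after 24 h with 20 µM TVA (3 libraries) or with DMSO (3 libraries). The comparison addressed which genes respond to TVA, and whether genes of T cell function, proliferation, exhaustion, apoptosis and the cAMP-PKA-CREB pathway are among them. Of the 24589 genes in the table, 7840 were listed at 0 in every library and 10866 were tested. Between 10778 and 10870 genes reached a TPM of at least 1 in a library. Sequencing depth is unknown.

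The libraries were similar, with Pearson correlations of log2(TPM + 1) across genes from 0.989 to 0.999 (genes are not independent replicates). The TVA libraries correlated with each other at 0.997 to 0.999, and the DMSO libraries at 0.993 to 0.996. The first principal component held 59.1% of the variance. It placed the TVA libraries at 8.80, 10.1 and 10.8 and DMSO replicates 1 and 3 at -18.2 and -12.8. DMSO replicate 2 lay at 1.23 and correlated more closely with each TVA library (0.996) than with DMSO replicate 1 (0.993) or DMSO replicate 3 (0.995). Across the genes tested, the log2 change between TVA and DMSO had a Spearman correlation of -0.40 with the GC content of the transcripts. Within the DMSO group, the difference between replicates 1 and 3 had a correlation of 0.62 with GC content, so the libraries differed in GC dependence within as well as between the groups.

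**Figure D1:**
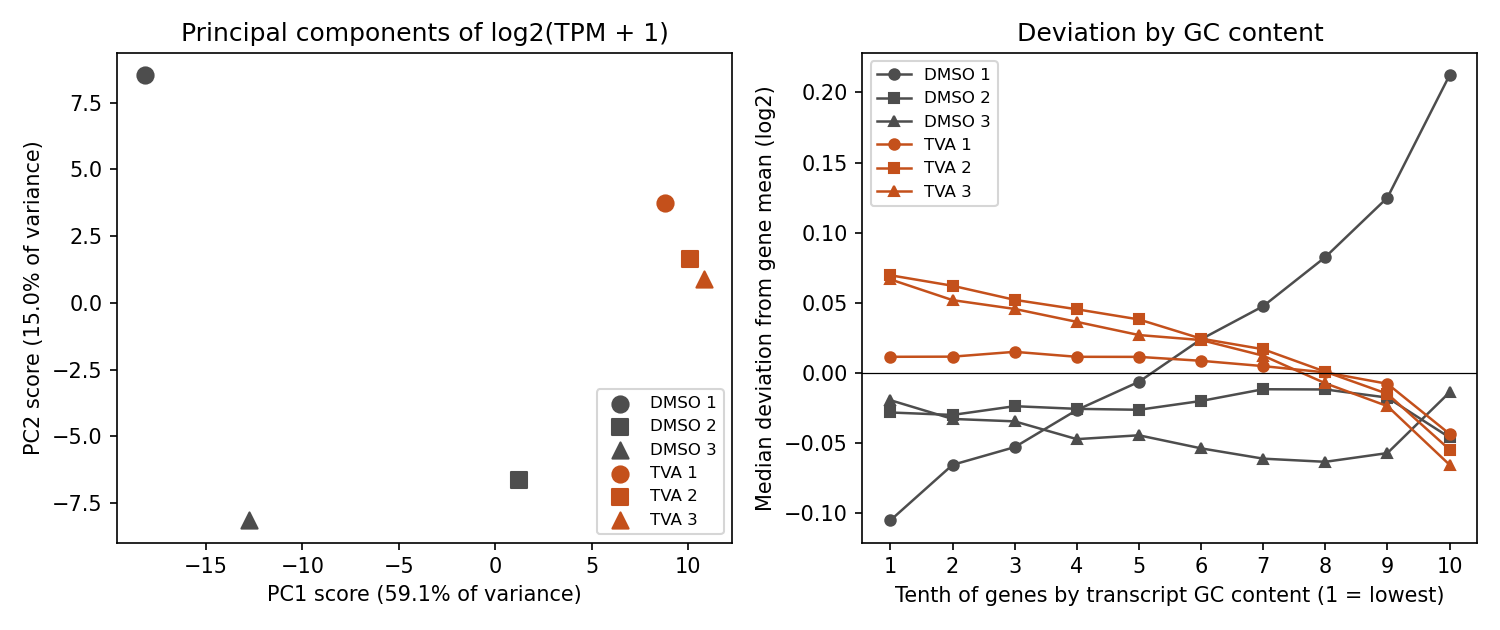
Left, scores of the 6 libraries on the first and second principal components of log2(TPM + 1) (59.1% and 14.97% of the variance), with DMSO in grey, TVA in orange and the replicate number as marker shape. Right, the median log2 deviation of genes from their mean over the 6 libraries, in 10 bins of genes ordered by GC content, where DMSO replicate 1 rises from -0.11 to 0.21 and the TVA libraries fall.

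With limma, 925 of 10866 genes had an adjusted p under 0.05, of which 574 were higher and 351 lower with TVA. At an unadjusted p under 0.05 there were 3451 genes. Most changes were small. The median absolute log2 change of the 925 genes was 0.28, and 88 of them changed at least 1.5-fold (20 higher and 68 lower). The TVA and DMSO values did not overlap for 38.6% of the genes tested, where chance gives 10%. Leaving out a library, which also lowers the power of the fit, changed the count. It was 2242 without DMSO replicate 2, the alternative that moved it most upwards, 294 without DMSO replicate 3, and 102 to 125 when a TVA library was left out. The share of higher calls was 62.1%, but 35.4% after median-of-ratios scaling and 46.1% after quantile normalization, so the balance of higher and lower genes depended on the scaling. After the GC correction, chosen after seeing the data, 1197 genes were called, 776 of them among the 925.

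The largest rise was in Plin2, which encodes a lipid droplet coat protein. Its TPM was 16.1 ± 1.03 (SD, n = 3) with DMSO and 61.6 ± 1.08 (SD, n = 3) with TVA, a log2 change of 1.87 (SE 0.052, limma adjusted p 3.91e-06). Cpt1a, which encodes the enzyme that commits long-chain fatty acids to mitochondrial oxidation, rose from 12.1 ± 0.374 to 37.0 ± 0.541 TPM (log2 change 1.54, SE 0.042, limma adjusted p 3.91e-06). The chemokine gene Cxcl3 rose from 7.77 ± 1.67 to 19.1 ± 1.21 TPM, Spp1 (osteopontin) from 5.88 ± 0.501 to 14.7 ± 1.70 TPM, and the proenkephalin gene Penk from 36.6 ± 2.28 to 64.9 ± 1.69 TPM. Their log2 changes were 1.21, 1.19 and 0.81, and their limma adjusted p-values 0.0042, 0.0010 and 5.0e-04. These 5 genes stayed past the threshold under each alternative.

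The largest falls were less uniform among the DMSO libraries. Ubald2 had 134, 38.6 and 121 TPM in DMSO replicates 1, 2 and 3 and 26.2 ± 1.154 TPM with TVA (log2 change -1.67, SE 0.41, limma adjusted p 0.048). Its transcripts have a GC content of 60.5%, and the call was lost when any library other than DMSO replicate 2 was left out (adjusted p 0.071 to 0.16), with all genes above 0 TPM (0.10), without the variance trend (0.061) and after median-of-ratios scaling (0.0504). Hspa1b fell from 41.8 ± 13.4 to 13.01 ± 1.09 TPM and Hspa1a from 21.003 ± 5.93 to 7.37 ± 0.587 TPM, with log2 changes of -1.56 and -1.36 and limma adjusted p-values of 0.010 and 0.0096. These heat shock genes are near-identical copies whose reads can be exchanged in quantification, so the value of each is uncertain. Hspa1b lost its call when any TVA library was left out (0.051 to 0.057), and Hspa1a when TVA replicate 1 was (0.056). Epb41l4aos, an antisense gene whose values are uncertain because the use of strand is not stated, fell from 29.6 ± 8.39 to 13.2 ± 3.47 TPM (log2 change -1.09, limma adjusted p 0.036). Its call was lost without any library other than DMSO replicate 2 (0.058 to 0.13) and with all genes above 0 TPM (0.080). Il13 fell from 32.8 ± 2.18 to 15.6 ± 1.00 TPM (log2 change -1.03, SE 0.066, limma adjusted p 5.0e-04) and kept its call under each alternative.

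**Figure D2:**
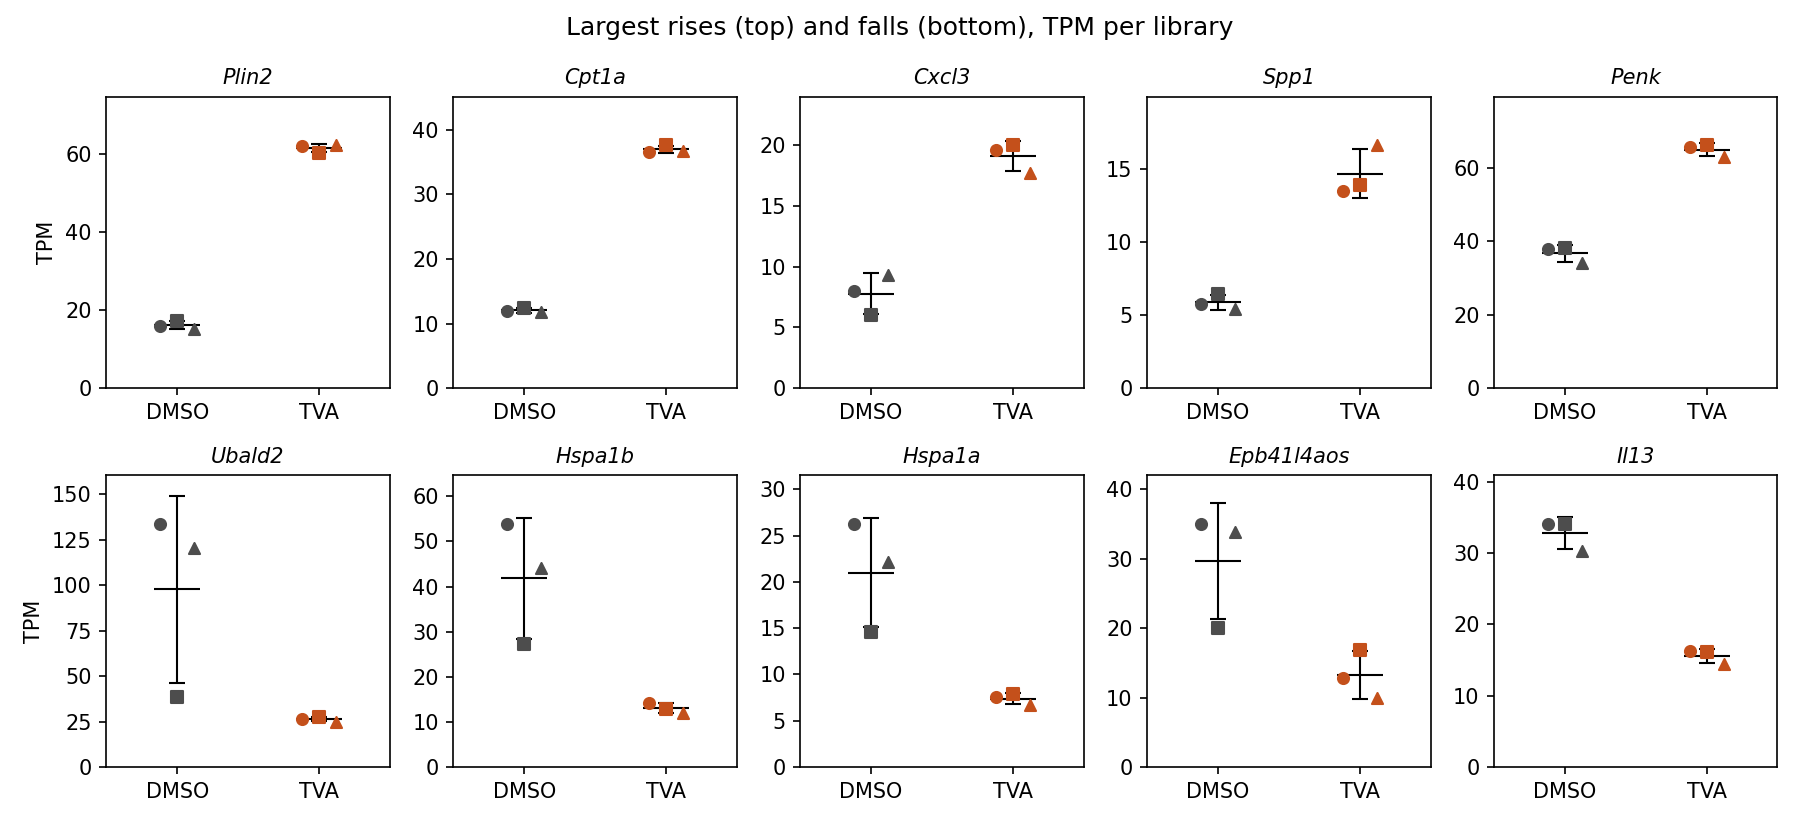
TPM per library of the 5 genes with the largest rise (top) and the 5 with the largest fall (bottom) with TVA; points are libraries with the replicate number as marker shape, and lines are mean ± SD of 3 libraries. The groups do not overlap for any of the 10 genes, and for Ubald2 the DMSO libraries range from 38.6 to 134 TPM.

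In its account of this experiment, the study named Creb1, Prkacb, Prkaca and Tnf as raised and Lag3 and Batf as lowered. These genes are therefore not taken as independent evidence. Beside a heat map, it reported higher mRNA and protein levels for Creb1, Prkacb and Prkaca. Its text does not state whether those mRNA levels, or the values for Tnf, Lag3 and Batf, came from these libraries. The protein levels were not examined here. Creb1 had 21.9 ± 0.301 TPM (SD, n = 3) with DMSO and 22.8 ± 0.541 TPM with TVA (log2 change 0.06, SE 0.040, limma adjusted p 0.35). Prkacb, a catalytic subunit gene of protein kinase A, rose from 41.99 ± 0.588 to 46.5 ± 0.176 TPM (log2 change 0.14, SE 0.035, limma adjusted p 0.048). That call was lost without DMSO replicate 3 (0.094) or any TVA library (0.13 to 0.18), without the variance trend (0.064), after median-of-ratios scaling (0.11) or quantile normalization (0.089) and after the GC correction (0.11), with adjusted p from 0.036 to 0.18 over all alternatives. Prkaca, the gene of the other catalytic subunit, had 40.4 ± 3.89 and 45.1 ± 0.412 TPM (log2 change 0.16, limma adjusted p 0.14) and passed the threshold only without DMSO replicate 1 (0.020). Tnf had 157 ± 8.66 and 168 ± 3.03 TPM (log2 change 0.10, limma adjusted p 0.20). Lag3, which encodes an inhibitory receptor, fell from 139.6 ± 12.02 to 101.6 ± 0.930 TPM (log2 change -0.45, SE 0.060, limma adjusted p 0.0089), with adjusted p-values of 0.052 to 0.057 when a TVA library was left out. Batf fell from 69.3 ± 4.53 to 56.6 ± 2.95 TPM (log2 change -0.29, SE 0.060, limma adjusted p 0.033), with adjusted p-values of 0.088 to 0.14 when a TVA library was left out and 0.063 when all genes above 0 TPM were tested.

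**Figure D3:**
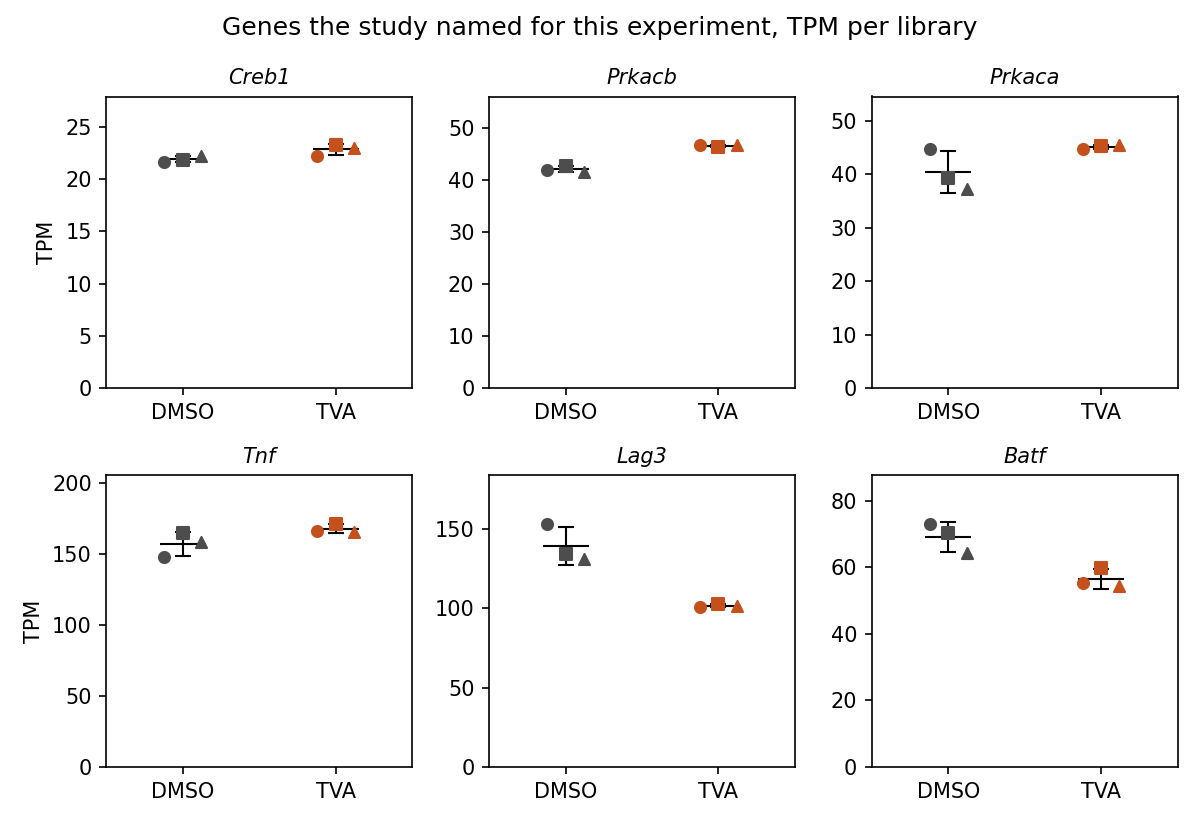
TPM per library of 6 genes that the study named for this experiment; points are libraries with the replicate number as marker shape, and lines are mean ± SD of 3 libraries. Lag3 and Batf are lower in each TVA library than in each DMSO library, and Creb1 differs by a log2 change of 0.06.

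Over the whole list of 26 named genes, 23 were tested. Of these, 7 passed the threshold over all genes tested and 7 when adjusted over the list alone. The latter count was 12 without DMSO replicate 2 and 12 after the GC correction, and the former was 11 without DMSO replicate 2 and 1 to 3 without a TVA library. Beside Prkacb, Lag3 and Batf, the genes that passed were Il2, Ebi3, Gpr65 and Cd36. The study measured IL-2 as a protein that rose, in cultured T cells and in CD8+ T cells from tumours of mice fed TVA. Here Il2 transcripts fell from 505 ± 10.2 to 360.1 ± 2.63 TPM (log2 change -0.49, SE 0.034, limma adjusted p 7.2e-04) and kept its call under each alternative. The study listed Ebi3 as raised in its siRNA experiment. Here Ebi3 fell from 6.47 ± 0.0503 to 4.91 ± 0.647 TPM (log2 change -0.34, SE 0.081, limma adjusted p 0.044). That call was lost without DMSO replicate 1, DMSO replicate 3, TVA replicate 2 or TVA replicate 3 (0.063 to 0.17), with all genes above 0 TPM (0.089) and after the GC correction (log2 change -0.27, limma adjusted p 0.063). Gpr65, a proton-sensing receptor gene, rose from 83.8 ± 1.96 to 101.1 ± 4.33 TPM (log2 change 0.27, limma adjusted p 0.017), with 0.098 to 0.10 without TVA replicate 2 or 3. Cd36, a fatty acid importer gene, rose from 1.29 ± 0.396 to 2.89 ± 0.0896 TPM (log2 change 0.78, limma adjusted p 0.017), with 0.077 to 0.089 without a TVA library.

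The other genes reported here that the study measured as proteins did not pass the threshold. The study described the proteins of Icos, Gzmb, Tcf7, Pdcd1 and Tox in CD8+ T cells from tumour-bearing mice fed TVA. Those are other cells than the cultures used here. It described the proteins of Mki67, Ifng and Bcl2 in stimulated cells treated in culture. Log2 changes were 0.12 for Mki67, 0.06 for Ifng, 0.02 for Gzmb, 0.04 for Icos, 0.08 for Tcf7, -0.10 for Bcl2, 0.09 for Pdcd1 and -0.03 for Tox, with limma adjusted p-values from 0.12 (Mki67) to 0.81 (Gzmb). Without DMSO replicate 2, Pdcd1 passed as higher (0.033), and after the GC correction Bcl2 passed as lower (log2 change -0.15, limma adjusted p 0.047), with adjusted p-values up to 0.56 and 0.29 over their alternatives. Of the genes from the siRNA experiment, Tbx21 (-0.15), Ilf2 (0.18), Foxo4 (0.08) and Bcl6 (0.14) did not pass (limma adjusted p 0.28, 0.10, 0.45 and 0.16), although Tbx21 and Ilf2 did without DMSO replicate 2 (0.018 and 0.0067). Il18 did not reach the filter, with TPM values from 0 to 0.30. Ffar2, the gene of the receptor GPR43, did not reach it either, at 0.61, 0.70 and 0.76 TPM with DMSO and 0.48, 0.33 and 0.29 TPM with TVA. Ffar3, the gene of GPR41, was listed at 0 in all 6 libraries.

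Gene sets were compared with camera. The E2F and cell cycle set was higher with TVA, with a median log2 change of 0.071 above that of all genes tested (camera adjusted p 1.9e-06), higher scores in all 3 TVA libraries than in any DMSO library, and 21 member genes past the threshold, all higher. The exhaustion set (23 genes) was lower, with a relative median of -0.090 (camera adjusted p 0.0023), lower scores in all 3 TVA libraries than in any DMSO library, 7 genes past the threshold lower and 2 higher. Without DMSO replicate 2 its relative median was -0.14 (camera adjusted p 0.043). The alternative that moved these results most was camera with an estimated inter-gene correlation, under which no set passed and the adjusted p of both was 0.18. Under fry both held, with adjusted p-values of 0.0047 and 0.021. The study had reported E2F genes as raised in this experiment, and the exhaustion set includes Lag3 and Batf, which it had named. Neither result is therefore independent evidence.

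The MYC target set (76 genes, relative median -0.041, camera adjusted p 0.16), the effector CD8 T cell set (50 genes, 0.016, 0.45), the pro-apoptotic set (42 genes, -0.018, 0.45) and the cAMP-PKA-CREB set (23 genes, -0.030, 0.45) did not differ beyond the threshold. The MYC set passed, as lower, after median-of-ratios scaling (0.016), and the effector set passed, as lower, without DMSO replicate 1 (-0.027, 0.015). Without DMSO replicate 2 the effector set was at 0.032 and the pro-apoptotic set at -0.037, and without DMSO replicate 1 the pro-apoptotic set was at 0.0010. In the effector set, 4 genes were higher and 6 lower past the threshold. Camera ranked this set as lower in the main fit too, short of the threshold, although its relative median was positive.

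The genes that the study listed from its siRNA experiment were used by name only. Those listed as raised (273 of 312 tested) were higher here, with a relative median of 0.047 (camera adjusted p 8.9e-04, fry adjusted p 8.4e-04) and 25 genes higher and 2 lower past the threshold. Scores were higher in all 3 TVA libraries than in any DMSO library. Without DMSO replicate 1 the relative median was 0.027 (camera adjusted p 0.0042). After the GC correction the relative median was 0.017 and the camera adjusted p 0.087, against a range from 8.0e-06 to 0.18 over all alternatives. In this list, 13 genes also belong to the E2F and cell cycle set. Those listed as lowered (118 of 139 tested) did not differ (relative median -0.023, camera adjusted p 0.45), with relative medians of 0.0086 without DMSO replicate 1 and -0.011 without TVA replicate 2.

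**Figure D4:**
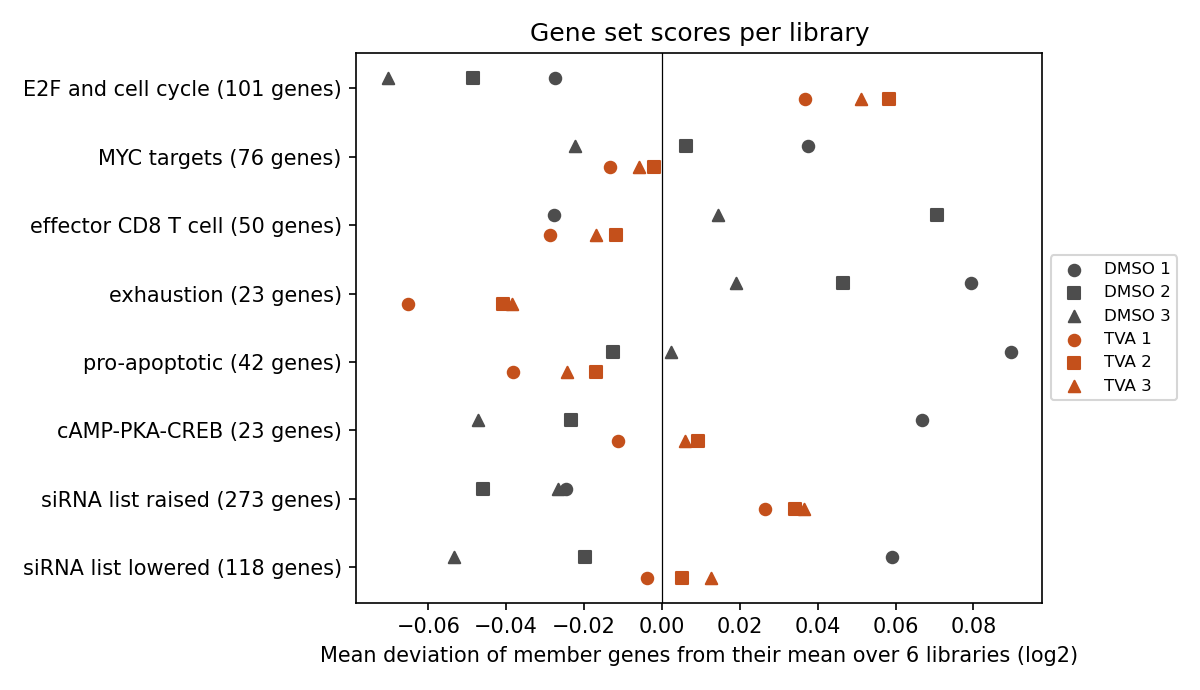
Mean log2 deviation of the member genes of each set from their mean over the 6 libraries, per library, with DMSO in grey, TVA in orange and the replicate number as marker shape. The E2F and cell cycle set and the raised siRNA list are higher, and the exhaustion and pro-apoptotic sets lower, in the 3 TVA libraries than in any DMSO library, although the pro-apoptotic set did not pass the test.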

Values the study reported

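In its separate siRNA experiment, the study counted 312 genes raised and 139 genes lowered only in cells given control siRNA with TVA. It reported that the raised genes fell into 11 enriched GO categories and the lowered genes into 8.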

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

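The main count of 925 genes was 940 with a pseudocount of 0.1, 815 without the variance trend, 762 after median-of-ratios scaling, 775 after quantile normalization and 1197 after the GC correction, which was chosen after seeing the data. It was 494 (270 higher, 224 lower) with all genes above 0 TPM, where 16749 genes were tested, and 608 (178 lower) with genes of at least 10 TPM on average, where 7563 were tested. Requiring at least a 1.5-fold change left 88. Across the 6 fits that each left out one library, the count ran from 102 to 2242 (38 to 1223 higher, 64 to 1019 lower). The fit without DMSO replicate 2 gave 2242 and shared 904 of the 925 genes, and the fit without DMSO replicate 1 gave 945 and shared 728. The cause was not tested.

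Genes higher with TVA numbered 270 after median-of-ratios scaling and 357 after quantile normalization. The share of higher calls, 62.1% in the main result, was 35.4% and 46.1% under these scalings, 54.7% with all genes above 0 TPM, 70.7% with genes of at least 10 TPM, 58.5% without the trend, and 36.3% to 66.1% with a library left out. Scaling moves the median of all genes tested from 0.04 to 0.0043 (median-of-ratios), which shifts small changes across 0.

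Same-numbered libraries deviated from their group means with correlations of 0.16, 0.03 and -0.08, so no pairing by number was seen. A shared effect smaller than the other differences between libraries could not be seen this way, and what a replicate is was not stated. With a replicate block, 218 genes were called (93 higher, 125 lower, 42.7% higher), and 4 of the named list in place of 7. Prkacb, Batf and Ebi3 lost their calls with the block (limma adjusted p 0.088, 0.051 and 0.069). So did Ubald2 and Epb41l4aos among the largest falls (0.065 and 0.075). The block changed no set call.

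The named list held 7 genes past the threshold, 1 to 11 with a library left out. Adjusted over the list alone it held 7, 5 to 12 with a library left out and 12 after the GC correction. The cause was not tested.

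With the inter-gene correlation estimated, the sets that pass with a preset correlation no longer passed: E2F and cell cycle (0.071, adjusted p 0.18), exhaustion (-0.090, 0.18), raised siRNA list (0.047, 0.18), sterol synthesis (0.16, 0.11), PPAR and fatty acid oxidation (0.11, 0.11), hypoxia and glycolysis (-0.14, 0.11), fatty acid synthesis (0.097, 0.42), ATF4 response (-0.072, 0.52) and immediate cAMP response (-0.042, 0.52). Under fry the ATF4 set (-0.072, 0.31) and the immediate cAMP set (-0.042, 0.59) did not pass. The immediate cAMP set also failed with all genes above 0 TPM (-0.013, 0.10), after GC correction (-0.020, 0.070) and in 2 of the 6 fits without one library (relative median from -0.067 to -0.036). The fatty acid synthesis set failed with genes of at least 10 TPM (0.012, 0.17), and the raised siRNA list after GC correction (0.017, 0.087). The MYC set passed after median-of-ratios scaling (-0.044, 0.016). The cause was not tested.

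Several values near 0 changed sign. The effector set was at -0.027 without DMSO replicate 1 (up to 0.032 with another library left out) and -0.023 after GC correction. The pro-apoptotic set was at 0.0010 without DMSO replicate 1 (down to -0.037 with another library left out) and 0.0019 after GC correction. The lowered siRNA list was at 0.0057 with all genes above 0 TPM, 0.0086 without DMSO replicate 1 (down to -0.028) and 0.015 after GC correction. The interferon set was at 0.0087 with all genes above 0 TPM and 0.075 with genes of at least 10 TPM. Gzmb was at -0.0077 without DMSO replicate 1 (up to 0.045 with another library left out) and -0.022 after GC correction, and Icos at -0.024 after GC correction. The cause of these changes was not tested. After median-of-ratios scaling Gzmb was at -0.021 and Icos at -0.0021, which follows from the shift of all genes by that scaling.

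Over the 33 named genes that were tested, 458 values under alternatives gave 398 with the same direction and side of the threshold, 49 weaker, 6 stronger and 5 with the opposite sign (2 of them by the median-of-ratios shift, for Gzmb and Icos). Depth is unknown, so what depth limits cannot be stated.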

Other observations

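The tests of GC content, including the GC correction, and of DMSO replicate 2 were chosen after the results were seen. So were those of the histone, MHC class II and myeloid genes and of the lowered siRNA list. The other tests were chosen before. Genes named here that are outside the rule for named genes were chosen after their values were seen, except those of the marker lists.

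Of the 10 splits of the 6 libraries into 3 and 3, 1 (the real one) gave as many as 925 genes, 8 gave 0 and 1 gave 1. A share of 1 in 10 is the smallest that 10 splits can give, so the count of splits by itself does not decide whether grouping alone gives such a number. The lowest correlation of deviations between same-numbered libraries was -0.077, which gives no sign of shared animals or days behind the numbers. It cannot exclude a shared effect smaller than the other differences between libraries. The 10 most abundant genes took 8.38% ± 0.482 of the TPM with DMSO and 8.64% ± 0.0919 with TVA, a difference of 0.256 points that is within the spread, so they do not account for the changes. The lowest Xist value was 68.2 TPM and 4 Y-linked genes were listed at 0 in each library, which argues against a difference in the sex of the animals.

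Marker lists moved apart. The B cell list (6 of 18 genes tested) fell by 0.512 in its mean log2 score (camera adjusted p 1.5e-07) and the CD4 T cell list (9 of 10 tested) by 0.440 (2.1e-08), while the myeloid list (13 of 19 tested) rose by 0.232 (0.013), each with non-overlapping groups. The NK cell (0.185), red cell (-0.285) and CD8 T cell (0.120) lists did not pass with camera (adjusted p 0.50, 0.17 and 0.079), although the NK cell and CD8 T cell scores did not overlap between the groups either. Under fry the NK cell and CD8 T cell lists passed (0.044 and 0.025), as did the B cell, CD4 T cell and myeloid lists (0.0011, 0.0020 and 3.0e-04), and the red cell list did not (0.052). With an estimated correlation none passed (0.058 to 0.53). A lower share of CD8 T cells would raise the other lists alike, whereas the B cell and CD4 T cell scores fell. This cannot decide on the share of any cell type, because T cells may express part of these lists. Fewer CD4 T cells or B cells with TVA would lower their lists and stay open. Il13, among the largest falls, is on the CD4 T cell list. The marker lists include genes that activated CD8 T cells also express, such as Tnfrsf4 at 267 TPM on average with DMSO and Cst3 at 163 TPM. The NK cell list shares 2 genes with the myeloid list.

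Of the 6 B cell list genes tested, 4 were MHC class II genes or, for Cd74, their chaperone. The summed TPM of Cd74, H2-Aa, H2-Ab1 and H2-Eb1 was 121 ± 6.84 with DMSO and 83.3 ± 2.10 with TVA. The sum of Cd79a, Ms4a1 and Pax5 was 1.22 ± 0.115 and 1.29 ± 0.218, a change of 0.07 TPM within the spread, but these genes are near the floor. The other B cell list genes tested were lower, Spib with 7.09 ± 0.327 and 4.38 ± 0.563 TPM (limma adjusted p 0.011) and Cd79b, short of the threshold, with 11.09 ± 1.87 and 9.33 ± 0.3004 TPM (0.18). Fewer B cells, fewer other antigen-presenting cells and a change in the T cells themselves cannot be told apart for the MHC class II genes, because the 3 summed genes are too low to decide while Spib fell. Of the myeloid markers, Lyz2 rose from 30.3 ± 1.18 to 39.7 ± 1.63 TPM, while Cst3 had 163 ± 12.4 and 157 ± 7.20 TPM. More myeloid cells and a response of the T cells cannot be told apart for these markers (score change 0.232), because T cells may express part of the list and a high baseline hides a small share.

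The lipid gene sets were higher with TVA. The PPAR and fatty acid oxidation set (27 genes) had a relative median of 0.106 (camera adjusted p 1.4e-06, 11 genes past the threshold, all higher), sterol synthesis (26 genes) 0.16 (4.6e-07, 12 higher) and fatty acid synthesis (19 genes) 0.097 (0.0026, 9 higher), with scores in all 3 TVA libraries above any DMSO library. All 3 held under fry (7.1e-04, 0.0012 and 0.0083) and none with an estimated correlation (0.11 to 0.42). Removing the GC trend left the PPAR set at 0.0879 (adjusted p 5.9e-07, range over all alternatives 4.4e-08 to 0.11), which argues against that trend as the whole cause. The cells were cultured with a fatty acid by design, and that this exposure raised the PPAR set stays a hypothesis. Lower sterol and fatty acid synthesis, set beforehand as another possible sign of exposure, was not seen. The study found that labelled TVA entered CD8+ T cells, but saw no label in citrate and no change in oxygen consumption. The rise of these transcripts therefore does not show that TVA was oxidized. The hypoxia and glycolysis set (34 genes) was lower (-0.14, camera adjusted p 1.8e-10, 8 genes lower past the threshold, lower in all 3 TVA libraries), and held under fry (0.0083). Egln3 in this set fell from 16.8 ± 1.44 to 9.61 ± 0.325 TPM. The ATF4 set (-0.072, 0.0026) and the immediate cAMP set (-0.042, 0.040) passed as lower with camera but not with fry (0.31 and 0.59). The ATF4 set was at -0.028 (0.030) without DMSO replicate 1 and -0.039 (0.031) after the GC correction, with adjusted p from 3.0e-04 to 0.52 over all alternatives. The immediate cAMP set was at -0.067 (0.021) without DMSO replicate 2, and its call was lost without DMSO replicate 1 (0.093) or TVA replicate 3 (0.053), with all genes above 0 TPM (0.10) and after the GC correction (0.070). The interferon set did not pass (0.29).

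DMSO replicate 2 lay 65.8% of the way from the mean of DMSO replicates 1 and 3 to the mean of TVA on the first component. Without it, 2242 genes were called. After the GC correction it still lay 60.4% of the way, which argues against the GC trend as the whole cause. Sets that separate the treatments placed it elsewhere, at -3.05% for PPAR and fatty acid oxidation, 0.409% for E2F and cell cycle and 13.8% for sterol synthesis. A TVA culture mixed into it or exchanged labels would place it alike in each, so the -3.05% argues against both. Among the genes called without it, its median position was 36.1% for the genes of lowest GC content and 73.6% for those of highest GC content (20% of the genes tested each). Part of the contrast may therefore reflect a difference between libraries that DMSO replicate 2 shares with the TVA libraries. Its nature stays open, since the labels give no library batch. As the whole cause of the gene changes the GC trend is argued against, because 83.9% of the 925 genes were called again after the correction.

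Clustered histone genes, taken by their names (48 tested), also set DMSO replicate 2 apart from the other DMSO libraries. It was lower than the mean of DMSO replicates 1 and 3 in 42 of them, with a median log2 difference of -0.63. The mean log2 scores were 0.46, -0.41 and 0.54 in DMSO replicates 1, 2 and 3 and -0.13, -0.050 and -0.41 in TVA replicates 1, 2 and 3, so DMSO replicate 2 lay beyond TVA replicates 1 and 2. The TVA mean was lower than that of DMSO replicates 1 and 3 in 36 genes (median -0.43), and lower than that of all 3 DMSO libraries in 32 (median -0.18, and -0.048 after the GC correction). The scores of the groups overlapped, so a lower level with TVA was not shown. These genes are near-identical copies and their single values are uncertain. After the GC correction the median for DMSO replicate 2 was -0.496, so the trend is not the whole of it for that library. Fewer cells in S phase would lower the E2F and cell cycle set as well, but that set placed DMSO replicate 2 at 0.409% of the way from DMSO replicates 1 and 3 to TVA, where it was higher. Differences in the capture of RNA without a poly(A) tail remain open and had no test.

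For the siRNA lists, the median log2 change of the raised list lay at percentile 100 among 10000 random lists matched on expression, and at percentile 99.99 among lists matched on expression and GC content. Matching on GC content raised the median of the random lists from 0.04 to 0.06, so part of the shift follows the GC trend, and the correction left the set short of the threshold (0.087). Whether the remainder is a response shared with the siRNA experiment or a residue of the trend cannot be told apart, since random lists ignore the correlation between genes of a list. The lowered list lay at percentile 59.3 among lists matched on expression and GC content (7.27 when matched on expression), so a shared response of these genes was neither shown nor excluded.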
